A study of Homo sapiens with 6 samples. Its data were reported in "Causal linkage of presence of mutant NPM1 to efficacy of novel therapeutic agents against AML cells with mutant NPM1" (2023).

How the data were processed

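OCI-AML3 cells were transfected with a control guide RNA (sgNeg) or a guide RNA against mtNPM1 (sgNpm1A). Per the labels they were cultured for 3 days, whereas the text of the study states a longer time. Chromatin was crosslinked and sonicated, precipitated with an antibody against H3K27Ac or H3K4me3, and tagmented on the beads with Tn5 transposase (ChIPmentation). The series held 6 samples in 6 groups of 1 library each. There were 4 peak lists, 1 for each guide RNA and mark, and the 2 input samples were not analysed here. Groups were taken from the sample titles.

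The authors called peaks separately in each library. The peak caller, its threshold and the use of the inputs were not stated. The layout followed that of MACS2, with broad peaks for H3K27Ac and narrow peaks for H3K4me3. The deposited fold enrichment is a ratio of the pileup to the expected pileup, taken at the summit for H3K4me3 and averaged over the region for H3K27Ac. The deposited −log10 p-value and −log10 q-value belong to the same position or region. The deposited score is the −log10 q-value on a larger scale, rounded down, and was not used. No correction of cut positions for Tn5 was stated by the authors, which for histone marks moves a peak edge by a few bases only.

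For the ChIP-seq data the study's methods name hg38 alone. The coordinates differed between marks. Peaks on chromosome 1 ended at 249218478 and 249212461 in the H3K27Ac lists, past the end of that chromosome in hg38, so these lists are on GRCh37 (hg19). Peaks on chromosome 17 ended at 83201880 and 83201881 in the H3K4me3 lists, past its end in hg19, so these are on GRCh38 (hg38). No coordinates were converted, and peak positions were compared only within a mark. Peak densities of whole chromosomes were compared across marks as well. For H3K27Ac, GENCODE version 44 mapped to GRCh37 gave 146444 transcript starts of 20133 protein-coding genes. For H3K4me3, a RefSeq gene table of GRCh38 was used. Of its 20037 protein-coding genes, 19121 had a strand by symbol or Ensembl identifier, and the start of the gene record was the only start used. The design called for any annotated transcript start, which was applied to H3K27Ac alone. All labels name OCI-AML3. The names of the deposited H3K27Ac lists carry a tag that differs from that of the H3K4me3 lists and whose meaning was not stated. Whether it stands for another run or another cell line was not settled. The number of peaks per Mb of the 24 chromosomes was alike between the lists of both marks, with a Spearman's rho of at least 0.981, but no list of another line was at hand for comparison.

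The fold values were tested for a common background. A fold of (pileup + 1)/(background + 1), with 1 constant background per list and a Poisson p-value, gave whole pileups for 100% of the H3K4me3 peaks of both lists and matched 100% of their p-values. The background was 3.81 fragments in sgNeg H3K4me3 and 2.93 in sgNpm1A H3K4me3. For H3K27Ac, where values are averaged over a region, it was solved from the rows at the calling limit and was 2.15 in sgNeg and 2.39 in sgNpm1A. The 34326 and 24940 rows with a whole pileup were 10.5% and 7.87% of the peaks, and 87.7% and 81.8% of them matched the Poisson p-value. The H3K4me3 values therefore carry no local or input correction, so that regions present in more copies reach the calling limit more easily. For H3K27Ac this was checked in part of the peaks only, and not all of these matched. The lowest pileup at a H3K4me3 peak was 11 fragments in sgNeg and 10 in sgNpm1A. If the narrowest peak equals the fragment length, the number of fragments in sgNpm1A was 0.346 times that of sgNeg for H3K4me3 and 0.871 times for H3K27Ac. The largest q-value was 0.0707 and 0.0437 in the sgNeg and sgNpm1A H3K27Ac lists, and 0.0308 and 0.0226 in the H3K4me3 lists. The calling limit was not stated.

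Peaks on chromosomes 1 to 22, X and Y were used, and overlapping rows were merged. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used, and overlaps were checked with bedtools 2.31.1. An overlap was at least 1 bp. Chance levels came from 20 seeded random placements of the peaks on their own chromosomes, up to the last peak end, assembly gaps included. For the percentile of the ITGAM peak, 100 placements were used. A promoter was the 1 kb on either side of a transcript start. The percentile of the highest promoter peak in its list, with 0 for no peak, was compared between lists, because fold enrichment is scaled within each list. Gene lists were set against 10000 seeded random lists matched by decile. Shares have 95% Wilson intervals, which cover counting error only.

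Regions were the HOXA and HOXB clusters with 10 kb on either side, the MYB, MEIS1 and RARA genes with 20 kb on either side, and 1.7 to 2.0 Mb downstream of MYC. H3K27Ac peaks within 12.5 kb were stitched and ranked within their list by the sum of length times fold enrichment. A gene was given the best rank within 50 kb, and for MYC also downstream. Named genes were fixed before the data were examined: 13 chromatin genes of the study, 5 genes of the target and of differentiation (NPM1, ITGAM, CD14, CDKN1A and CDKN2A), 14 housekeeping genes (ACTB, GAPDH, EEF1A1, RPLP0, RPS18, B2M, TBP, HPRT1, PPIA, PGK1, TUBA1B, SDHA, YWHAZ and POLR2A), the 5 promoters with the highest percentile among those with a peak in a single list, and the top 5 stitched regions of each list. A further gene of the planned housekeeping list is not reported here, and the housekeeping values were computed without it.

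Alternatives, fixed before the data were examined, were q-value limits of 0.01 and 1e-05, a fold enrichment of at least 4, the 20000 peaks of the lowest p-values, a reciprocal overlap of 50%, a promoter of 2.5 kb, gene record starts alone, ranking by p-value, other sets of chromosomes, unmerged rows, stitching within 5 kb, removal of peaks near transcript starts, and fold enrichment minus 1. Matching of random lists on the sgNeg percentile alone, and windows shifted by 20 kb, were added later. The steps were tested on simulated data. For the promoters of 19121 genes, a randomly placed copy of the sgNeg H3K4me3 list gave 0.993 times the chance number with a peak, and a gene list without a planted change lay at the 53.1th percentile of random lists. The sgNeg H3K27Ac pileups were also thinned 20 times by binomial draws to the estimated fragment number of sgNpm1A. The read-based differential test and SE ranking of the study need reads, which peak lists do not hold.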

Results

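ChIP-seq was used to map 2 histone marks in OCI-AML3 cells, an established line of human acute myeloid leukemia (AML) that carries mutant NPM1 (mtNPM1). Acetylation of lysine 27 of histone H3 (H3K27Ac) marks active enhancers and promoters. Trimethylation of lysine 4 of histone H3 (H3K4me3) marks active promoters. Cells were transfected with a control guide RNA (sgNeg) or with a guide RNA against mtNPM1 (sgNpm1A) and, per the labels, cultured for 3 days. Each mark was measured in 1 library per guide RNA, so that 4 peak lists were compared, and 2 input libraries were not analysed here. There was no replicate of any group. No spread between replicates could be estimated, no p-value is given for any difference between sgNeg and sgNpm1A, and each comparison describes a pair of libraries. Confidence intervals of shares cover counting error only. All labels name OCI-AML3, but the names of the H3K27Ac lists carry another tag than those of the H3K4me3 lists. The meaning of the tag was not stated. If it stood for another cell line, the H3K27Ac values would not describe mtNPM1 knockout in OCI-AML3. Read totals were not part of the lists. The background pileup recovered from the peak values, which is the mean number of fragments over a base, was 2.15 for sgNeg H3K27Ac and 2.39 for sgNpm1A H3K27Ac. It was 3.81 for sgNeg H3K4me3 and 2.93 for sgNpm1A H3K4me3. The narrowest peak was 110 bp wide in both sgNeg lists, 140 bp in sgNpm1A H3K27Ac and 245 bp in sgNpm1A H3K4me3. The fold enrichment, p-value and q-value of each peak are the authors' own and were used only to describe, rank or filter peaks within a list. Positions of H3K27Ac peaks are on GRCh37 and those of H3K4me3 peaks are on GRCh38, as the coordinates of the lists require.

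The first region examined was the targeted gene itself. A peak list shows no edited sequence, so neither the presence of the edit nor the level of mtNPM1 could be read from it. At the NPM1 promoter (ENSG00000181163, chromosome 5, gene record 170814120 to 170838814, plus strand), the sgNeg H3K27Ac list had a peak from 170813442 to 170816399 with a fold enrichment of 7.02 and a q-value of 1.87e-15. The sgNpm1A H3K27Ac list had no peak within 1 kb of an annotated NPM1 transcript start. For H3K4me3, the sgNeg list had a peak from 171387993 to 171390649 with a fold enrichment of 10.6, and the sgNpm1A list had none there.

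The question for the whole genome was whether H3K27Ac and H3K4me3 occupancy declined after mtNPM1 knockout (KO). The H3K27Ac lists were of similar length, with 327715 peaks in sgNeg and 317059 in sgNpm1A, a ratio of sgNpm1A to sgNeg of 0.967. Peaks covered 220.2 Mb in sgNeg, or 7.12% of the chromosomes, and 194.6 Mb in sgNpm1A, or 6.29%. The median peak width was 358 bp in sgNeg and 415 bp in sgNpm1A. The direction of the difference in peak number depended on the threshold. The sgNpm1A list held more peaks at a q-value under 0.01, 106814 against 71621, a ratio of 1.49. It still covered less length at that limit, a ratio of 0.852. It held fewer at a q-value under 1e-05, 2879 against 9422, a ratio of 0.306. For H3K4me3, 353628 peaks were listed in sgNeg and 106641 in sgNpm1A, a ratio of 0.302. These covered 93.7 Mb and 55.4 Mb, and their median widths were 192 bp and 407 bp. With the 20000 peaks of the lowest p-values from each list, the ratio of covered length for H3K4me3 changed direction, from 0.591 to 1.05. The ratio did not change evenly with the strength of peaks. At a fold enrichment of at least 4 it was 0.559 for H3K27Ac and 0.569 for H3K4me3. At a fold enrichment of at least 6, sgNeg H3K27Ac had 2727 peaks and sgNpm1A H3K27Ac had 605. The ratio of 0.222 rose again to 0.284 at a fold enrichment of at least 8 and to 0.486 at 10, where 138 and 67 peaks remained. At a fold enrichment of at least 6, sgNeg H3K4me3 had 10538 peaks and sgNpm1A H3K4me3 had 1243, a ratio of 0.118. The ratio fell to 0.0307 at 8, with 4459 and 137 peaks.

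**Figure D1:**
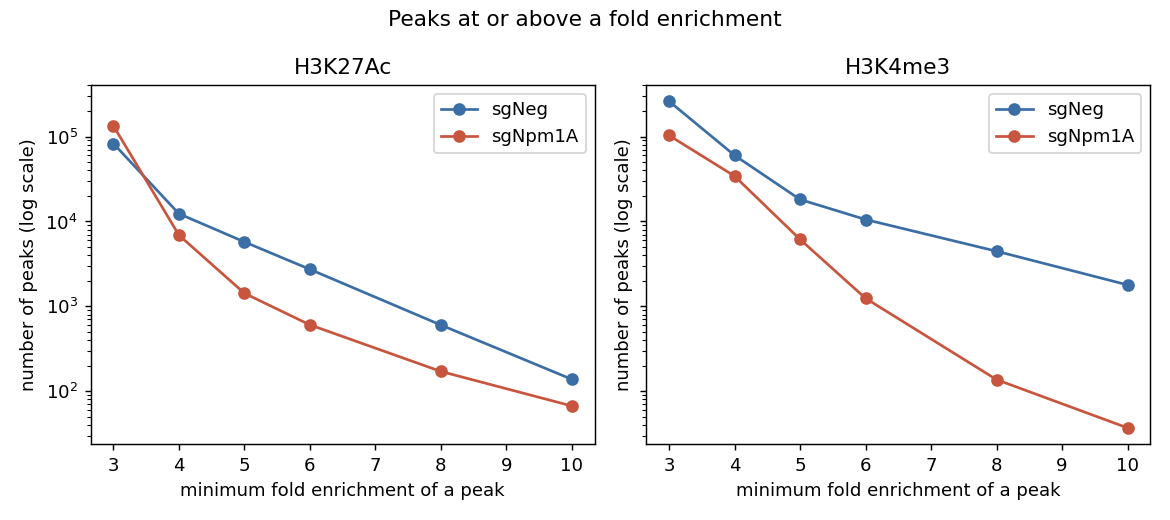
Number of peaks (log scale) at or above a minimum fold enrichment in the sgNeg and sgNpm1A lists, with H3K27Ac on the left and H3K4me3 on the right, 1 library per point. The sgNpm1A H3K27Ac list held more peaks of at least 3-fold enrichment than sgNeg (133434 against 82588) and fewer from 4-fold on, and the sgNpm1A H3K4me3 list held fewer at every limit shown.

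The next comparison asked how far both lists of a mark marked the same positions. Of the sgNeg H3K27Ac peaks, 50.7% (95% Wilson interval 50.6 to 50.9%) overlapped a sgNpm1A peak by at least 1 bp, against a mean of 14.7% when the sgNpm1A peaks were placed at random on their chromosomes. In the other direction, 51.4% (51.2 to 51.6%) of sgNpm1A H3K27Ac peaks overlapped a sgNeg peak, against 15.5% by chance. For H3K4me3, 22.6% (22.5 to 22.8%) of sgNeg peaks were overlapped, against 4.38% by chance. Of the sgNpm1A H3K4me3 peaks, 61.2% (60.9 to 61.5%) overlapped a sgNeg peak, against 13.4% by chance. Among sgNeg H3K4me3 peaks the share overlapped was 41.0% (40.6 to 41.4%) at a fold enrichment of at least 4 and 17.5% (16.4 to 18.7%) at a fold enrichment of at least 8. Among sgNeg H3K27Ac peaks the share was 51.2% at a fold enrichment of at least 4, 44.3% at 6, 48.0% (44.04 to 52.0%) at 8 and 67.4% (59.2 to 74.6%) at 10, so that it did not fall steadily with strength. Requiring that the overlap span at least 50% of both peaks lowered the share of sgNeg peaks to 18.3% for H3K27Ac and to 7.24% for H3K4me3. Over shared peaks, the within-list percentiles of fold enrichment had a Spearman's rho of 0.261 for H3K27Ac (166244 peaks) and 0.273 for H3K4me3 (79996 peaks). These correlations are across peaks, which are not independent replicates.

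Promoters were compared next. Of 20133 protein-coding genes, 15944 (79.2%, 95% interval 78.6 to 79.7%) had an H3K27Ac peak within 1 kb of a transcript start in sgNeg and 11497 (57.1%, 56.4 to 57.8%) had one in sgNpm1A. A peak was present in both lists at 10518 of these promoters, in sgNeg alone at 5426 and in sgNpm1A alone at 979. Random placement of the peaks gave a mean of 10296 promoters for sgNeg and 9865 for sgNpm1A. The observed number was thus 1.55 times chance in sgNeg and 1.17 times chance in sgNpm1A. The strictest q-value limit moved this result most. At a q-value under 1e-05, 7173 promoters had a peak in sgNeg, which was 7.10 times chance, and 182 had one in sgNpm1A, which was 0.943 times chance. Windows shifted by 20 kb to either side of the transcript starts served as a second background, chosen after the lists had been examined. With all peaks, promoters exceeded these windows by a factor of 1.34 in sgNeg and 1.04 in sgNpm1A.

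For H3K4me3, 12442 of 19121 promoters (65.1%, 64.4 to 65.7%) had a peak in sgNeg and 1456 (7.61%, 7.25 to 8.0%) had one in sgNpm1A. A peak was present in both lists at 1135 promoters, in sgNeg alone at 11307 and in sgNpm1A alone at 321. The numbers were 2.76 times chance in sgNeg and 0.885 times chance in sgNpm1A. Peaks with a q-value under 1e-05 were present at 9658 promoters in sgNeg (7.47 times chance) and at 235 in sgNpm1A (0.868 times chance). Of the 2878 promoters whose H3K4me3 peak was at or above the 99th percentile of the sgNeg list, 64 (2.22%) had any peak in the sgNpm1A list. Of the 3104 such promoters for H3K27Ac, 58.3% had a sgNpm1A peak and 46 had one at or above the 99th percentile of that list.

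**Figure D2:**
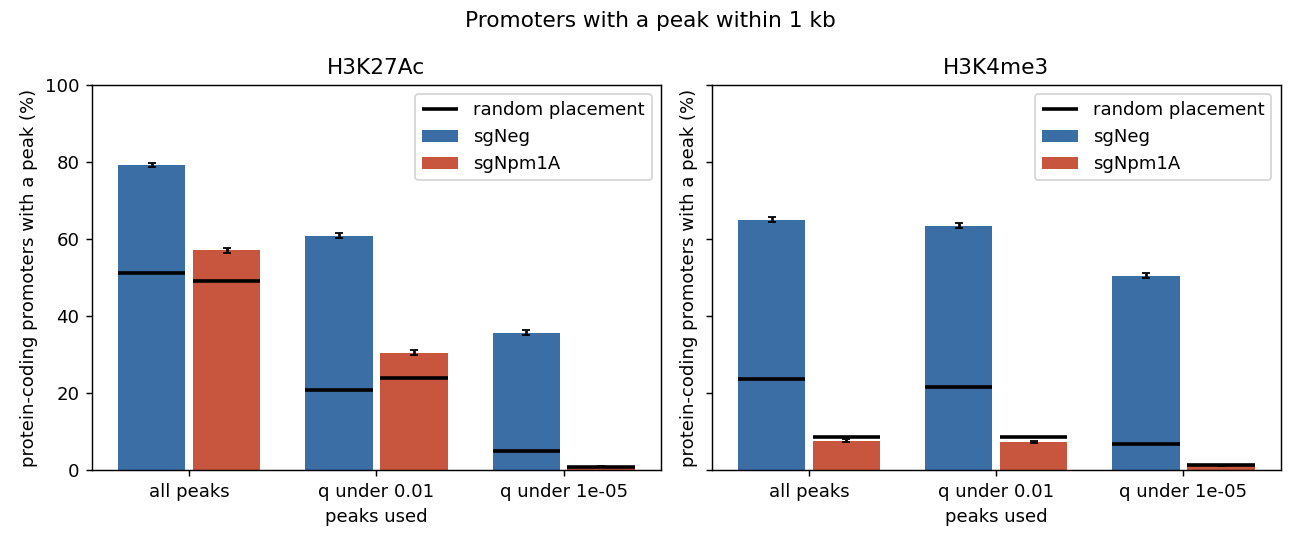
Share of protein-coding promoters (%) with a peak within 1 kb in the sgNeg and sgNpm1A lists for all peaks and for 2 q-value limits, with 95% Wilson intervals as error bars and the mean of 20 random placements as black lines. The sgNpm1A H3K4me3 bars lie under the line in each setting shown (7.61% with all peaks), while the sgNeg bars lie above it.

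The genes with the highest promoter peak in a single list were found by a rule set beforehand. For H3K27Ac in sgNeg alone these were ZNRF2 (chromosome 7, 30324280 to 30326300, fold enrichment 13.8), CPEB2 (13.8), ISL2 (13.6), and HOXA11 and the unnamed gene ENSG00000257184, which shared a peak of 51584 bp with a fold enrichment of 13.1. In sgNpm1A alone they were TBC1D3C and TBC1D3H, which shared a peak of 173 bp with a fold enrichment of 4.34, CHRM5 (4.29), MYBPC1 (4.28) and ZNF679 (4.201). TBC1D3C and TBC1D3H belong to a family of near-identical copies, so that the position of those reads is uncertain. For H3K4me3 in sgNeg alone they were GLI4 (fold enrichment 23.7), ICE1 (23.3), TRIM11 (21.4), GNB2 (20.4) and SLC25A44 (19.8). In sgNpm1A alone they were RFLNA (5.85), GPR149 (5.60), OR2M7 (5.34), PCDHAC2 (5.09) and SFRP5 (5.09).

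The study's chromatin genes were HOXA9, MEIS1, MYC, MYB, BCL2, MCL1, GFI1, SPI1, CEBPA, RARA, RXRA, IRF8 and PBX3, a list the study named, for all genes but PBX3, from its results with these libraries. All 13 had an H3K27Ac promoter peak in sgNeg, with a median percentile of 99.7 in that list, and 11 had one in sgNpm1A, with a median percentile of 36.02 when an absent peak counts as 0. The percentile was lower in sgNpm1A for 13 of 13 genes, and the median change was -63.6 percentile points. With a q-value limit of 0.01 the median change was -98.4. At HOXA9 (ENSG00000078399, chromosome 7, 27202057 to 27214799, minus strand), the sgNeg peak spanned 27198257 to 27249840, thus the whole gene and its neighbors, with a fold enrichment of 13.1, and the sgNpm1A peak spanned 27214825 to 27215292 with a fold enrichment of 3.08. At MEIS1 (chromosome 2, 66660584 to 66801001, plus strand), the sgNeg peak spanned 66659241 to 66678421 at the start of the gene (6.52-fold, percentile 99.4) and the sgNpm1A peak spanned 66660088 to 66660393 (2.77-fold, percentile 22.9). At MYC (chromosome 8, 128747680 to 128755197), the percentile was 98.96 in sgNeg and 50.4 in sgNpm1A. MYB and CEBPA had no sgNpm1A H3K27Ac promoter peak.

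For H3K4me3, 13 of 13 chromatin genes had a promoter peak in sgNeg and 0 had one in sgNpm1A. The highest in sgNeg was at MYC (chromosome 8, 127736286 to 127739943) with a fold enrichment of 17.1 and a percentile of 99.99. The MEIS1 and RARA values, at percentiles of 62.6 and 49.6, refer to the start of the gene record alone, because other transcript starts on GRCh38 were not used here.

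Housekeeping genes were examined in the same way as a set outside the chromatin genes. The study reported negative enrichment of gene sets for translation initiation and ribosome biogenesis after mtNPM1 depletion. The ribosomal protein genes RPLP0 and RPS18 may therefore not be free of an effect of the KO. For H3K27Ac, 14 of 14 had a promoter peak in sgNeg and 9 had one in sgNpm1A. The percentile was lower in 14 of 14, with a median change of -79.7 percentile points, a larger fall than in the chromatin genes. Under the filters on peaks the measure was near its floor, since few genes of either list kept a sgNpm1A peak, and those values rank neither list above the other. ACTB kept a percentile of 99.3 in sgNpm1A, with a peak from 5567767 to 5569107 on chromosome 7 (4.59-fold). SDHA had a percentile of 97.6 and POLR2A one of 84.4 in sgNpm1A, but these peaks did not overlap the sgNeg promoter peaks. The SDHA peak spanned 217949 to 219914 in sgNeg and 229622 to 231149, inside the gene record, in sgNpm1A. The POLR2A peak spanned 7386249 to 7388715 and 7405386 to 7405863, also inside the record. The peaks of EEF1A1, B2M and PPIA did not overlap between the lists either, nor did those of the chromatin genes MCL1, RXRA and PBX3. The percentiles of ACTB, SDHA and POLR2A were above that of the highest chromatin gene in sgNpm1A, RARA at 71.1. For H3K4me3, 14 of 14 had a promoter peak in sgNeg and 0 had one in sgNpm1A, with a median change of -98.97. Over all promoters with a sgNeg peak, the percentile was lower in sgNpm1A for 82.9% of 15944 promoters for H3K27Ac and for 96.6% of 12442 promoters for H3K4me3.

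Against 10000 random gene lists matched on the mean of both percentiles, the median H3K27Ac change of the chromatin genes lay at percentile 0.15 and that of the housekeeping genes at percentile 10.8. When lists were matched on the sgNeg percentile alone, a choice made after the data had been examined, the chromatin genes lay at percentile 55.6 and the housekeeping genes at percentile 33.2. For H3K4me3 the chromatin genes lay at percentile 0.99 under the first matching and at percentile 28.5 under the second. The H3K4me3 measure was at its floor, since the change of a gene with no sgNpm1A peak is its sgNeg percentile.

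Among genes of the target and of differentiation, ITGAM had an H3K27Ac peak at percentile 93.7 in sgNeg (chromosome 16, 31339612 to 31340347, 3.57-fold) and at percentile 98.9 in sgNpm1A (31339621 to 31341098, 4.34-fold). This peak lay near a transcript start inside the gene record (31271288 to 31344213, plus strand), not at its beginning. The number of promoters with so high a peak in sgNpm1A, 217, did not exceed the 219 of random placement. CD14 moved from percentile 71.3 to 86.8, and CDKN1A from 97.6 to 47.1. CDKN2A was at percentile 96.0 in sgNeg and had no sgNpm1A peak. For H3K4me3, ITGAM and CDKN1A had no peak within 1 kb of the start of the gene record in either list. The H3K27Ac peaks of both genes lay further inside the record, the CDKN1A peak from 36646597 in sgNeg against a record start of 36644237. Other starts were not used for H3K4me3, so a peak at those starts would have been missed. CD14 (percentile 7.07) and CDKN2A (85.2) had an H3K4me3 promoter peak in sgNeg alone.

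**Figure D3:**
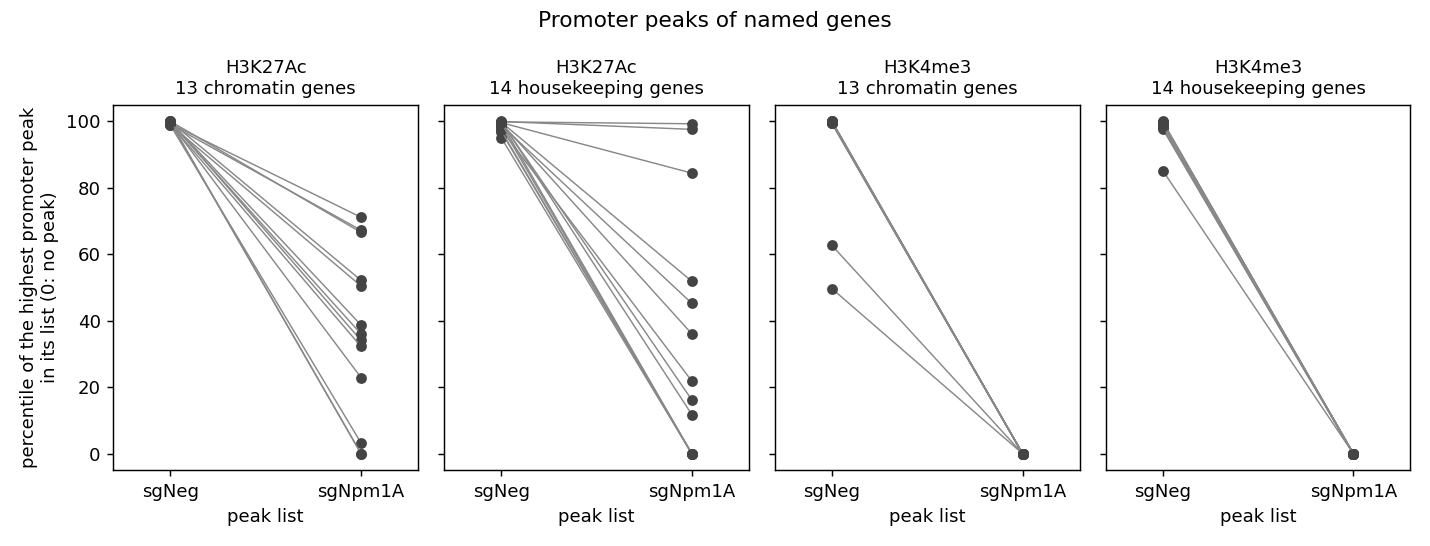
Percentile, within its own list, of the highest promoter peak of each of 13 chromatin genes and 14 housekeeping genes in sgNeg (left) and sgNpm1A (right), with a line per gene and 0 for no peak. For H3K4me3 every line ends at 0 in sgNpm1A, and for H3K27Ac the medians in sgNpm1A are 36.02 for chromatin genes and 19.0 for housekeeping genes.

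Occupancy at named loci was compared as the share of each region under peaks. The HOXA cluster with its flanks (GRCh37 chromosome 7, 27122612 to 27249710, 12 protein-coding genes) was covered by H3K27Ac peaks over 51.1% in sgNeg and 5.84% in sgNpm1A, a ratio of 0.114. The mean fold enrichment of its peaks, weighted by length, was 11.2 in sgNeg and 2.84 in sgNpm1A. The HOXB cluster (chromosome 17, 46595888 to 46816112) was covered over 36.4% and 5.88%. The MYB region (chromosome 6, 135482446 to 135560311) was covered over 54.9% and 2.67%, a ratio of 0.0486. The MEIS1 region was covered over 13.3% and 2.49%, and the RARA region (chromosome 17, 38445432 to 38533895) over 56.4% and 16.7%. The region downstream of MYC (chromosome 8, 130455198 to 130755197), which in the GRCh37 annotation overlaps the noncoding gene CCDC26 and no protein-coding gene, was covered over 59.2% and 30.1%, a ratio of 0.508. The downstream MYC region held 4 peaks with a q-value under 1e-05 in sgNeg and 0 in sgNpm1A. The HOXA, HOXB, MYB and MEIS1 regions held 1, 3, 2 and 1 in sgNeg and 0 in sgNpm1A. The RARA region differed, with 1 such peak in each list, but at different positions. The sgNeg peak, from 38465915 to 38481244, lay at the start of RARA. The sgNpm1A peak, from 38518269 to 38518886, lay past the end of the gene at 38513895. The highest peak of the region was at percentile 99.3 in sgNeg and 99.6 in sgNpm1A, while the RARA promoter peak was at percentile 71.1 in sgNpm1A. In sgNpm1A, coverage of the HOXA, HOXB, MYB and MEIS1 regions was below the 6.29% of the whole genome. Summed over the regions, the ratio of covered length was 0.301 with all H3K27Ac peaks and 0.00240 at a q-value under 1e-05.

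H3K4me3 coverage of the HOXA cluster (GRCh38 chromosome 7, 27082993 to 27210091) was 25.4% in sgNeg and 0.628% in sgNpm1A, a ratio of 0.0247. Coverage of the HOXB cluster was 7.19% and 1.28%, that of the MYB region 4.67% and 1.22%, that of the MEIS1 region 1.69% and 0.167%, and that of the RARA region 8.44% and 2.29%. The region downstream of MYC was covered over 9.49% and 6.93%, a ratio of 0.730, which was higher than in the other regions. Chromosome 8 had the most peaks per Mb of all chromosomes in all 4 lists. The values were 362.2 in sgNeg and 127.1 in sgNpm1A for H3K4me3, and 246.5 and 245.0 for H3K27Ac. Whether the higher ratio of this region comes from that density was not tested. In the GRCh38 gene table the downstream MYC region also overlaps the protein-coding gene GSDMC.

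**Figure D4:**
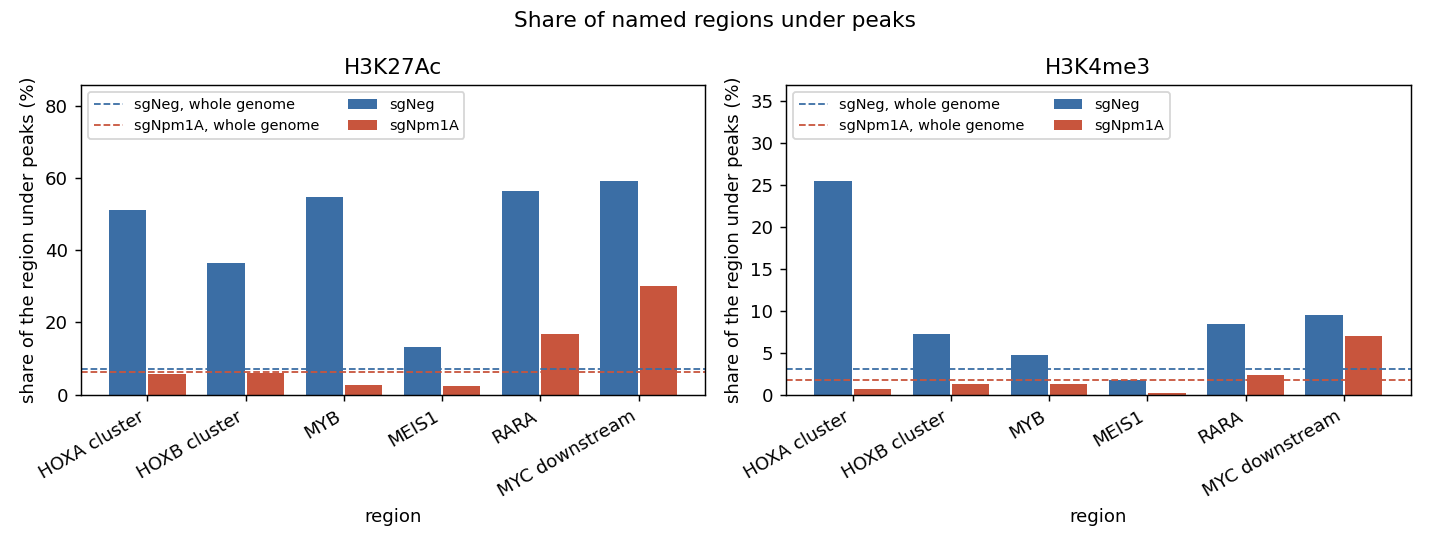
Share of 6 named regions under peaks (%) in the sgNeg and sgNpm1A lists, with H3K27Ac on the left and H3K4me3 on the right, and the share of the whole genome under peaks as dashed lines. Each region had a smaller share under peaks in sgNpm1A, and the downstream MYC region had the smallest relative difference for both marks (ratios 0.508 and 0.730).

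Super-enhancers (SEs) are groups of neighboring enhancers with high H3K27Ac. Stitched H3K27Ac regions, ranked by the sum of length times fold enrichment, stood in for the read-based ranking of SEs. Regions past the point where the scaled rank curve has a slope of 1 numbered 1141 in sgNeg and 988 in sgNpm1A, and are called large here. Their median length was 231.9 kb in sgNeg and 253.9 kb in sgNpm1A, of which a median of 30.1% and 22.2% lay under peaks. The numbers depended on the setting in both directions. Stitching within 5 kb gave 2477 large regions in sgNeg and 1957 in sgNpm1A. A fold enrichment of at least 4 gave 398 and 190, and a q-value under 1e-05 gave 442 and 103. Of the 13 chromatin genes, 12 had a large region in sgNeg and 5 in sgNpm1A with all peaks, and 11 and 0 had such a region at a q-value under 1e-05.

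With all peaks, the best region of HOXA9 ranked 123 in sgNeg and 4720 in sgNpm1A. That of MEIS1 ranked 1050 and 17729, that of MYB 299 and 4422, that of BCL2 309 and 2482, and that of GFI1 772 and 8460. RARA (599 and 2080), IRF8 (60 and 1317) and PBX3 (3653 and 4829) also ranked lower in sgNpm1A. MCL1 (101 and 248), SPI1 (240 and 951), CEBPA (185 and 752) and RXRA (95 and 194) ranked lower in sgNpm1A with a region that was still large. MYC was the exception among the chromatin genes, with rank 32 in sgNeg and rank 18 in sgNpm1A. Its region spanned 1382 kb in sgNeg and 2256 kb in sgNpm1A. At a q-value under 1e-05 the best MYC region in sgNeg was downstream of the gene, from 130546378 to 130574720 (rank 32), and sgNpm1A had none. Genes of the target and of differentiation went both ways with all peaks. ITGAM (1806 and 953) and NPM1 (2714 and 1785) ranked higher in sgNpm1A. CDKN1A (391 and 555), CD14 (1041 and 5935) and CDKN2A (5357 and 12554) ranked lower there. For several genes the ranks belong to different regions. In sgNpm1A the best region of HOXA9, MYB, PBX3, NPM1, ITGAM, CD14 and CDKN2A lay outside the gene record. In sgNeg this held for CDKN2A alone among these genes. The sgNeg region of NPM1 began at 170813442 and held the promoter peak, while the sgNpm1A region began at 170840472, past the end of the gene. The top 5 regions of sgNeg were 4 on chromosome 5, the first of 4144 kb from 13374064 to 17517984, and 1 on chromosome 8 from 142974979 to 144700407. The top 5 of sgNpm1A were 4 on chromosome 5, the first of 3245 kb from 8711549 to 11956053, and 1 on chromosome 17 from 69608052 to 73159668. Regions over ADAMTS12 and over CTNND2 were among the top 5 of both lists.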

Values the study reported

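The study reported the chromatin comparison for cells taken 5 days after the guide RNAs were introduced. It described lower H3K27Ac at 5 enhancers inside an SE that lies 1.8 Mb downstream of MYC. The score it gave to the core regulatory circuitry, a measure built from SEs, went from 305 in control cells to 194 after mtNPM1 KO.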

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

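Matching random lists on the sgNeg percentile alone was chosen after seeing the data, and the other alternatives given here were fixed before. The shifted promoter windows, also chosen after seeing the data, are under the other observations. Each group had 1 library, so leaving out a library in turn was not possible. No paired analysis was possible because no result comes from a test between replicates. For H3K4me3 the start of the gene record was already the setting used. Where a cause is not named, the cause was not tested.

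Ratios and counts were held to 1.5 times the main value, and shares, correlations and gene list changes to the 95% interval of the main value. Percentiles among random lists had no interval, so any change left the range. By this rule 55 values kept their range, 74 left it without a change of direction and 2 reversed. Intervals from long lists are narrow, so some of the 74 changed little, such as the H3K27Ac rho (0.261 to 0.289). Other chromosome sets changed neither the peak number ratio nor the covered length ratio by 1.5 times, and unmerged rows, run for the peak number ratio alone, did not change it. The direction of the promoter number ratio, of the change of both gene lists and of the region ratio was the same under every alternative run. The 2 reversals were the peak number ratio for H3K27Ac at a q-value under 0.01 (1.49, from 0.967) and the covered length ratio for H3K4me3 with the top 20000 peaks (1.05, from 0.591), where both lists have the same number of peaks by construction and sgNpm1A peaks were wider.

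At a q-value under 0.01, overlapped shares for H3K27Ac were 39.7% of sgNeg and 27.6% of sgNpm1A peaks, and for H3K4me3 23.8% and 59.2%. The H3K27Ac rho was 0.289, the median change of the chromatin genes -98.4 and the region ratio 0.1715.

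At a q-value under 1e-05, the peak number ratio was 0.306 for H3K27Ac and 0.182 for H3K4me3, the covered length ratio 0.100 and 0.352, the promoter number ratio 0.0254 and 0.0243, and the region ratio 0.00240 and 0.0739. Overlapped shares were 12.9% and 41.9% for H3K27Ac and 13.9% and 62.6% for H3K4me3, and the H3K27Ac rho was 0.573. The median change of the chromatin genes was -87.9 and -98.3, and that of the housekeeping genes for H3K4me3 was -95.5. Large stitched regions numbered 442 in sgNeg and 103 in sgNpm1A, with 0 chromatin genes in sgNpm1A.

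At a fold enrichment of at least 4, the peak number ratio was 0.559 for H3K27Ac and 0.569 for H3K4me3, the covered length ratio for H3K27Ac 0.162, the promoter number ratio 0.0569 and 0.0544, and the region ratio for H3K27Ac 0.00457. Overlapped shares were 15.9% and 28.4% for H3K27Ac and 25.5% and 39.7% for H3K4me3, and the H3K27Ac rho was 0.531. The chromatin genes changed by -90.7 and -97.7, and the housekeeping genes for H3K4me3 by -93.9. Large regions numbered 398 and 190, with 0 chromatin genes in sgNpm1A.

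With the top 20000 peaks, the covered length ratio for H3K27Ac was 0.334, the promoter number ratio 0.150 for H3K27Ac and 0.0404 for H3K4me3, and the region ratio 0.0435 and 0.110. Overlapped shares were 21.6% and 21.9% for H3K27Ac and 23.5% and 22.3% for H3K4me3, with a rho of 0.484 and 0.337. The chromatin genes changed by -94.3 and -93.0, and the housekeeping genes for H3K4me3 by -81.8. Large regions numbered 583 and 350, with 1 chromatin gene in sgNpm1A.

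A reciprocal overlap of 50% gave shares of 18.3% and 18.9% for H3K27Ac and 7.24% and 24.0% for H3K4me3, with a rho of 0.366 and 0.431. A promoter of 2.5 kb gave a promoter number ratio of 0.210 for H3K4me3, and gene record starts alone gave 0.463 for H3K27Ac. Stitching within 5 kb gave 2477 and 1957 large regions. With lists matched on the sgNeg percentile alone, the chromatin genes lay at percentile 55.6 for H3K27Ac and 28.5 for H3K4me3, and the housekeeping genes at 33.2 and 75.5, from 0.15, 0.99, 10.8 and 6.59. Matching on the mean of both percentiles uses the outcome itself, and the sgNeg values of these genes were near 100, which by construction leaves room only for a fall.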

Other observations

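The tests of copy number, of mitochondrial reads and of H3K27Ac depth were chosen only after the results were seen, as were the matching of gene lists on the sgNeg percentile alone and the shifted promoter windows.

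The labels gave a culture time of 3 days. That is lower than the value quoted from the study above.

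The sgNpm1A H3K4me3 list had fewer peaks than the sgNeg list. Lower depth with longer fragments as the whole reason predicts that the numbers draw level at limits well above both calling thresholds. The ratio of sgNpm1A to sgNeg fell instead, to 0.0307 at a fold enrichment of at least 8, which argues against depth alone. Lower depth can still have removed weak peaks. For H3K27Ac, lower depth predicts a lower background pileup in sgNpm1A. The pileup was higher, 1.11 times that of sgNeg, which argues against lower depth as the whole reason for fewer peaks at strict limits. The number of fragments went the other way, 0.871 times that of sgNeg, if the narrowest peak equals the fragment length. Thinned to that number, sgNeg kept 0.957, 0.824 and 0.949 times its peaks at a fold enrichment of at least 4, 6 and 8, and the sgNpm1A list had 0.559, 0.222 and 0.284 times as many. A smaller contribution of depth stays open.

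Lower promoter percentiles of the chromatin genes in sgNpm1A were shared by genes outside that list. A general loss of enrichment in the sgNpm1A library predicts that housekeeping promoters fall as well, and their median fell by 79.7 percentile points for H3K27Ac and fell by 98.97 percentile points for H3K4me3. The planned second part of the test, that the chromatin genes lie within the middle 95% of matched random lists, gave the 0.15th and 0.99th percentile and so went the other way. That part was constrained by its matching, and with lists matched on the sgNeg percentile alone the chromatin genes lay at the 55.6th and 28.5th percentile. The H3K4me3 value of this second matching decides nothing. No chromatin gene had a sgNpm1A H3K4me3 peak, so the size of the change was the sgNeg percentile on which lists were matched. Promoters at or above the 99th percentile in sgNeg H3K27Ac had a median percentile of 29.2 in sgNpm1A, against 36.02 for the chromatin genes. Under the filters on H3K27Ac peaks the housekeeping genes changed by -91.5 at a q-value under 0.01, -78.8 at 1e-05, -77.9 at a fold enrichment of at least 4 and -80.03 with the top 20000 peaks. The chromatin genes had changes of -98.4, -87.9, -90.7 and -94.3 percentile points. These filtered values are near the floor of the measure, because few genes of either list kept a sgNpm1A peak, of the 27 genes ACTB alone at 1e-05, so they mostly repeat the sgNeg percentiles and say nothing on which list fell more. With all peaks, the fall was not confined to the chromatin genes. Whether the general part of the fall came from the precipitation of the sgNpm1A libraries, from a wrong label or from a true global loss of both marks after mtNPM1 KO was not tested, since the lists hold 1 library per group and no added reference chromatin, and the inputs were not analysed here.

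Fewer promoters lay under sgNpm1A peaks than under sgNeg peaks for both marks. If the H3K4me3 list held no promoter enrichment, the number would be at or under random placement at every limit. It was, with 0.868 times chance at a q-value under 1e-05 and from 0.857 to 0.885 times at the other limits. Against windows shifted by 20 kb the same list held 0.690 times as many promoters, while sgNeg H3K4me3 held 2.30 times. For H3K27Ac the question stays open. With all peaks the number was 1.17 times chance and 1.04 times the shifted windows. At a q-value under 0.01 it was 1.28 times chance and 1.04 times the shifted windows. At 1e-05 neither background showed an excess, with 0.943 and 0.845 times. Random placement ignores the local density of peaks around genes. At the looser limits a weak remaining enrichment cannot be told apart from that density, because most of the excess over random placement was absent against the shifted windows.

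ITGAM had the opposite direction, with a higher H3K27Ac percentile in sgNpm1A. Random placement of the 3444 sgNpm1A peaks at or above that percentile gave 219 promoters on average, from 185 to 259 in 100 placements, and 217 were observed, a ratio of 0.992. The peak may be a chance peak of a long list. In sgNeg 3349 promoters reached the same percentile. The best stitched H3K27Ac region within 50 kb of ITGAM ranked 1806 in sgNeg and 953 in sgNpm1A. The sgNpm1A region, from 31356557 to 31543550, lay outside the gene record and did not hold the promoter peak. An increase at ITGAM itself was neither shown nor excluded.

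Peaks were spread unevenly over chromosomes in all 4 lists. Chromosomes 1, 5, 7 and 8 were singled out after their densities had been seen. Chromosome 17, with 180.7 peaks per Mb in sgNeg H3K27Ac against 145.7 for chromosome 7, was denser than chromosomes 1, 5 and 7 in both sgNeg lists and was counted among the others. In sgNeg H3K27Ac, peaks under 4-fold were 1.91 times as dense on chromosomes 1, 5, 7 and 8 as on the other autosomes, against 1.24 times for peaks of at least 6-fold. In sgNeg H3K4me3 the values were 2.51 and 1.67 times. In sgNpm1A H3K27Ac they were 1.90 and 1.40 times, with 2.65 times for the 4 to 6-fold class. On chromosome 5 the density before 50 Mb was 3.57 times that after it in sgNeg H3K27Ac and 7.62 times in sgNeg H3K4me3. A higher copy number of these chromosomes, called against a constant background, is a hypothesis for the excess in the sgNeg lists. It cannot be told apart from other reasons for dense peaks, because the chromosomes were picked by their density, copy number itself was not measured, the background was checked in part of the H3K27Ac peaks only, and the 4 to 6-fold class of sgNeg H3K4me3 had a higher ratio, 4.73, than weaker peaks. In sgNpm1A H3K4me3 the ratio rose with fold enrichment, from 2.74 under 4-fold to 7.58 at 6-fold or more. In a list of background peaks alone copy number would act this way, but this test was built after the value was seen, so copy number cannot be told apart from other reasons for dense peaks there. The densities of 24 chromosomes had a Spearman's rho from 0.981 to 0.989 between any pair of the 4 lists, so the lists share this pattern across both marks and guide RNAs. It bears on the stitched regions, since 53.5% of large sgNpm1A regions and 34.6% of large sgNeg regions lay on chromosomes 1, 5, 7 and 8, while the chromatin genes on these chromosomes went both ways. MYC on chromosome 8 had a better rank in sgNpm1A (32 and 18), and HOXA9 on chromosome 7 (123 and 4720), GFI1 (772 and 8460) and MCL1 (101 and 248) on chromosome 1 had a worse rank there.

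Nuclear copies of mitochondrial genes were among the 20 highest peaks of each list, whatever the mark. On chromosome 1, a peak over MTND1P23, MTND2P28 and MTCO1P12 had a fold enrichment of 14.9 in sgNeg H3K27Ac and 15.5 in sgNpm1A H3K27Ac (GRCh37, from 564468). On GRCh38 the same pseudogenes had a fold enrichment of 42.0 in sgNeg H3K4me3 and 196.9 in sgNpm1A H3K4me3, where this was the highest peak of the list. Reads from mitochondrial DNA are a candidate source of these peaks. A second such block on chromosome 5, over MTND5P11, had 24.5-fold enrichment in sgNeg H3K4me3 (134926448 to 134927388) and 76.6-fold in sgNpm1A H3K4me3 (134924125 to 134925992). These H3K4me3 peaks did not overlap each other. In the H3K27Ac lists the block went the other way, with 10.6-fold enrichment in sgNeg and 9.53-fold in sgNpm1A. A larger mitochondrial share in the sgNpm1A H3K4me3 library is a hypothesis, since read totals were not part of the lists.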
